# Aptamer-Based Proteomics Measuring Preoperative Cerebrospinal Fluid Protein Alterations Associated with Postoperative Delirium

**DOI:** 10.3390/biom13091395

**Published:** 2023-09-15

**Authors:** Simon T. Dillon, Sarinnapha M. Vasunilashorn, Hasan H. Otu, Long Ngo, Tamara Fong, Xuesong Gu, Michele Cavallari, Alexandra Touroutoglou, Mouhsin Shafi, Sharon K. Inouye, Zhongcong Xie, Edward R. Marcantonio, Towia A. Libermann

**Keywords:** cerebrospinal fluid, pathophysiology, postoperative delirium, protein biomarkers, proteomics, SomaScan

## Abstract

Delirium is a common postoperative complication among older patients with many adverse outcomes. Due to a lack of validated biomarkers, prediction and monitoring of delirium by biological testing is not currently feasible. Circulating proteins in cerebrospinal fluid (CSF) may reflect biological processes causing delirium. Our goal was to discover and investigate candidate protein biomarkers in preoperative CSF that were associated with the development of postoperative delirium in older surgical patients. We employed a nested case–control study design coupled with high multiplex affinity proteomics analysis to measure 1305 proteins in preoperative CSF. Twenty-four matched delirium cases and non-delirium controls were selected from the Healthier Postoperative Recovery (HiPOR) cohort, and the associations between preoperative protein levels and postoperative delirium were assessed using *t*-test statistics with further analysis by systems biology to elucidate delirium pathophysiology. Proteomics analysis identified 32 proteins in preoperative CSF that significantly associate with delirium (*t*-test *p* < 0.05). Due to the limited sample size, these proteins did not remain significant by multiple hypothesis testing using the Benjamini–Hochberg correction and q-value method. Three algorithms were applied to separate delirium cases from non-delirium controls. Hierarchical clustering classified 40/48 case–control samples correctly, and principal components analysis separated 43/48. The receiver operating characteristic curve yielded an area under the curve [95% confidence interval] of 0.91 [0.80–0.97]. Systems biology analysis identified several key pathways associated with risk of delirium: inflammation, immune cell migration, apoptosis, angiogenesis, synaptic depression and neuronal cell death. Proteomics analysis of preoperative CSF identified 32 proteins that might discriminate individuals who subsequently develop postoperative delirium from matched control samples. These proteins are potential candidate biomarkers for delirium and may play a role in its pathophysiology.

## 1. Introduction

Postoperative delirium is a significant and serious complication after anesthesia and surgery in older adults, occurring in 15–50% of all major surgeries [1]. Delirium often has profound short- and long-term functional and cognitive impacts, and is associated with increased postoperative complications, longer hospital stays, greater discharge rates to nursing homes, and higher in-hospital mortality [2]. Recent evidence suggests that delirium may increase the risk of long-term cognitive decline, with the potential for subsequent development of Alzheimer’s disease and related dementias (ADRD) [3,4].

Identifying postoperative delirium biomarkers has assumed increased importance for risk prediction and advancing pathophysiologic understanding. This cognitive disorder could become a predictable condition if the pathophysiological processes that contribute to delirium risk were better characterized at the molecular and cellular levels. One current model of delirium describes a pre-inflammatory state leading to the development of delirium that is triggered by a precipitating event such as surgery in individuals with a vulnerable brain, resulting in the development of delirium [5]. The vulnerable brain typically indicates underlying or undetected neural dysfunction [2,6], and the risk of vulnerability increases with advancing age. In peripheral blood of surgical patients, our prior work has demonstrated that delirium is characterized by higher preoperative levels of the inflammatory markers C-reactive protein (CRP) and chitinase 3-like protein-1 (CHI3L1/YKL-40), as well as a postoperative hyperactive inflammatory response [7,8,9]. Peripheral inflammation induced by surgery can result in a more permeable blood–brain barrier (BBB), which triggers neuroinflammation, neuronal damage, and consequently delirium in vulnerable individuals [10].

Cerebrospinal fluid (CSF) is the most proximal fluid to the biological processes in the brain and is a biofluid accessible during induction of spinal anesthesia that may closely reflect the state of the brain preoperatively. Targeted biomarker studies in preoperative CSF have identified several cytokines, one chemokine and cholinergic biomarkers associated with the development of postoperative delirium [11,12,13]. One untargeted study using mass spectrometry-based proteomics on preoperative CSF in patients with hip fracture identified 63 protein changes that were associated with postoperative delirium [14]. We report a comparison of 1305 proteins analyzed by high multiplex, aptamer-based affinity SomaScan proteomics analysis from the preoperative CSF of older patients undergoing elective orthopedic surgery under spinal anesthesia. SomaScan technology was selected due to its broad dynamic range spanning more than 10 logs of protein concentration and the assay’s ability to measure every target protein in each sample with no missing values [15]. The study design included 24 matched-pair samples from patients diagnosed with delirium matched to patients who did not develop delirium from the Healthier Postoperative Recovery (HiPOR) study cohort. The primary objective was to conduct an exploratory, hypothesis-generating study by applying proteomics analysis to preoperative CSF samples to investigate preoperative proteins with expression changes associated with delirium risk in response to major surgery and to use these associations to probe specific pathophysiologic pathways.

## 2. Materials and Methods

### 2.1. Study Design and Human Subject Population

This was a retrospective nested case–control investigation using the Healthier Postoperative Recovery (HiPOR) sample cohort. Overall study design is presented in Figure 1. The HiPOR study protocol was approved by the Partners Human Research Committee (Boston, MA, USA), and all participants provided written informed consent. Eligible individuals were aged 63 years or older and were admitted for elective total knee and hip replacement using spinal anesthesia at the Massachusetts General Hospital [16,17]. Older adults with prior dementia were excluded based on patient or family report of dementia diagnosis, medical record review, or a baseline Mini-Mental State (MMSE) [18] score of less than 24. For the current study, only participants enrolled between 2009 and 2016 with adequate banked CSF specimens were used.

### 2.2. Assessment of Delirium and Severity in HiPOR

The overall delirium rate was 20% in the participants enrolled in HiPOR. Delirium was assessed using a structured cognitive battery administered on postoperative days (POD) 1 and 2. The battery consisted of cognitive testing using the Mini-Mental State Examination (MMSE), purchased from Psychological Assessment Resources (PAR), Inc., and patient symptom reporting based on the Delirium Symptom Interview (DSI) [19] to score the Confusion Assessment Method (CAM). Delirium severity measures were not available for HiPOR. Therefore, days of delirium was employed as a proxy for severity. See Supplementary Methods for more details concerning the scoring of delirium and severity.

### 2.3. Collection of Patient CSF

All HiPOR participants underwent spinal anesthesia for surgery. During induction of spinal anesthesia, 1 mL of CSF was obtained from a spinal needle prior to the administration of local anesthetic. CSF was collected via dropwise collection into collection tubes. To minimize potential blood contamination of the CSF, samples were centrifuged at 1000× *g* for 10 min prior to subaliquoting and storage at −80 °C.

### 2.4. Selection of Nested Matched Case–Control Samples for Proteomics Analysis

To maximize power for biomarker discovery on a small sample size, we created a nested, matched case–control set of 24 pairs from the HiPOR cohort. Delirium cases were defined as meeting CAM delirium criteria on POD 1 and 2. Eligible non-delirium controls were patients without delirium or subsyndromal delirium (SSD) on any postoperative day. Patients with SSD were ineligible to be considered as cases or controls. Cases and controls were matched using the optimal method [20] based on four patient criteria: gender, age (within 5 years), year of surgery (within 2 years), and preoperative MMSE score (within 3 points).

### 2.5. Proteomics Analysis Using SomaScan

CSF samples from all 24 matched case–control pairs, 48 samples in total, were analyzed by the SomaScan proteomics assay from SomaLogic (Boulder, CO, USA) at the BIDMC Genomics, Proteomics, Bioinformatics and Systems Biology Center according to the standard protocol for CSF developed by SomaLogic. Additional details describing the SomaScan assay are located in the Supplementary Methods. The full SomaScan dataset can be found as a Supplementary Excel Spreadsheet. The data have been submitted to GEO with the accession number GSE242736.

### 2.6. Statistical Analysis

#### 2.6.1. Identification of a Preoperative CSF Proteomic Signature of Postoperative Delirium

Differential expression analysis compared delirium cases and non-delirium control samples preoperatively using paired *t*-tests. A protein was differentially expressed if it was significantly different in cases and controls (*p* < 0.05). Multiple hypothesis testing correction was performed using both the Benjamini–Hochberg (BH)-correction [21] and q-value calculation [22]; however, neither method found significant proteins after correction. Therefore, raw *p*-values were used to define the differentially expressed protein list. Fold-change (FC) of protein expression was calculated for each pair of samples (delirium/non-delirium control) and downregulation in the delirium group was indicated by a negative sign. For example, an FC of 2 would imply a 2-fold upregulation in the delirium sample while an FC of -2 would imply a 2-fold downregulation in the delirium sample for the pair. The FC value for a protein was calculated by applying the one-step Tukey’s biweight algorithm to the FC values for each paired sample to minimize outlier effects (tFC) [23]. Tukey’s algorithm provides a robust estimate for the protein FC values, with positive and negative values indicating up- and downregulation in the delirium group, respectively. Participant samples and proteins were clustered using the unweighted pair group method with arithmetic mean (UPGMA), also known as hierarchical clustering (HCA), with Pearson’s correlation as the similarity measure [24]. For HCA, each protein expression vector was standardized to have zero mean, unit variance across the samples, and average linkage was employed in the agglomeration step of the UPGMA algorithm.

Sample classification was applied to two-dimensional principal component analysis (2DPCA) transformed values using support vector machines (SVMs) running linear kernels [25]. To avoid overfitting, classification accuracy was assessed using leave-one-out cross-validation. Classification utility of the protein signature independent of model cut-off parameters was measured by applying the area under the curve (AUC) of the receiver operating characteristic (ROC) curve analysis [26]. Machine learning analyses were performed in MATLAB (v.2021b, The MathWorks Inc., Natick, MA, USA). Statistical tests were performed either in MATLAB or the XLSTAT (Addinsoft, New York, NY, USA, 2022) add-on for Excel.

#### 2.6.2. Molecular and Systems Biology Analysis

The data analytic methods employed in this study are summarized in Figure 1. Three complementary analysis methods were utilized to gain insights into the molecular functions and pathways of identified proteins. Gene Ontology (GO) to elucidate molecular and biological functions was performed on all 32 proteins leveraging the Protein Knowledgebase component of the UniProt database (https://www.uniprot.org/uniprot/, accessed on 20 January 2022) [27]. Pathophysiological pathways underlying delirium-specific preoperative CSF protein signatures were determined by the Ingenuity Pathway Analysis (IPA) software tool version 01-22-01 (QIAGEN, Redwood City, CA, USA) [28]. Additional details are presented in the Supplementary Methods.

## 3. Results 

### 3.1. Nested Case–Control Sample Characteristics

This was a retrospective nested case–control investigation using the HiPOR cohort. Figure 1 presents the overall study design. From the HiPOR study (n = 289), 24 delirium cases were matched with 24 non-delirium controls based on four patient criteria (gender, age, year of surgery, and preoperative MMSE score). Mean age for delirium patients was 73.0, and for the non-delirium controls, it was 72.6 (Table 1). The percentage of female patients was 46% in both cases and controls. MMSE scores were 27.2 for delirium patients and 27.5 for non-delirium controls. Though not a match variable, level of education was similar in cases and controls. The type and overall distribution of co-morbidities identified from the medical records for all 48 patients showed no significant differences between delirium cases and non-delirium controls (Supplementary Table S1).

### 3.2. Proteomics Analysis Identifies Preoperative Proteins in CSF Associated with Postoperative Delirium

Proteomics analysis of 1305 proteins was performed on preoperative CSF samples obtained from all 48 individuals in the 24 matched pairs. 

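SomaScan is an affinity assay in which each protein is captured by a modified DNA aptamer and read as fluorescence, so that each value is an intensity in relative fluorescence units (RFU) and not a concentration. The values used here were 1305 proteins in preoperative CSF of 24 delirium cases and 24 non-delirium controls, 1 sample per person, with every case matched to 1 control. Group and pair were taken from the sample titles, which match the paper's design, although a sample-type field in the labels lists all 48 samples as free of delirium. The authors median-normalized and calibrated the RFU by the manufacturer's procedure and deposited them as whole numbers, so the array signals before normalization were not used here. The summed RFU of a sample, which stands for its overall signal, had a median of 14389500 in the delirium cases and 14387800 in the controls. The median log2 RFU of a sample over all proteins was on average 6.90 in cases and 6.94 in controls (mean difference within pairs -0.03, p = 0.0793, two-sided paired t-test, n = 24 pairs). Over the 48 samples, the protein at the median level had a geometric mean of 124.1 RFU. The dimmest 25 percent of the proteins lay below 38.9 RFU, where a step of 1 RFU in the rounded values is a sizeable part of the signal. All values were taken to log2, and the log2 difference between the case and the control of each pair was tested against 0 with a two-sided paired t-test, as the paper's methods name paired t-tests without naming a scale. The number of pairs limits the precision of every value below.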

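In the paired t-test on log2 RFU, 31 of the 1305 proteins had p below 0.05 in the comparison of 24 delirium cases with their 24 controls. All 31 are among the 32 proteins of Table 2, and the protein of Table 2 that is missing is CD38. In the authors' deposited table, 32 proteins have p below 0.05. At a threshold of 0.05, 65.25 of 1305 proteins would be expected below it if no protein differed. Correlation between proteins widens the range of such a count without changing its expected value. The p-values were fewer at the low end than at the high end, with 65 proteins below 0.1 and 157 above 0.9. The smallest p was 0.0054. A t-test of the signed fold changes of the pairs, chosen after the data were seen, moved the count most with all pairs kept, to 42 proteins, of which 19 were among the 31. Centring each sample on its median gave 37 proteins, 21 of them among the 31, and leaving out the dimmest 25 percent of the proteins gave 25. With each pair left out in turn, the count lay between 22 and 41, and between 21 and 28 of the 31 proteins were found again.

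**Figure D1:**
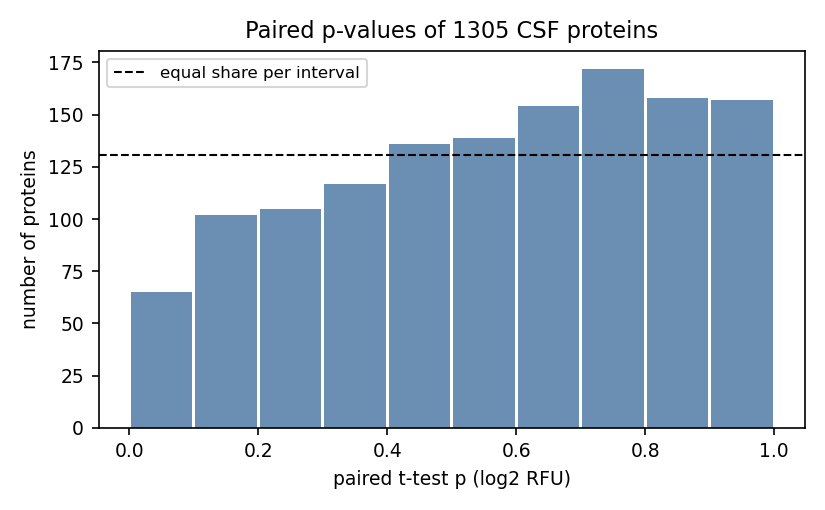
Number of proteins (vertical axis) in each interval of 0.1 of the paired t-test p (horizontal axis, no unit) over 1305 CSF proteins and 24 matched pairs, with a dashed line at an equal share per interval. The bars rise from 65 proteins in the lowest interval to 157 in the highest, with a peak of 172 between 0.7 and 0.8.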

Applying the paired *t*-test, 32 proteins were identified to be significantly different between the participants with development of postoperative delirium and the participants without development of postoperative delirium (*p*-value < 0.05). Eighteen proteins were elevated, while 14 proteins were decreased, in delirium cases (Table 2).

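Of the 31 proteins with p below 0.05, 17 were higher and 14 lower in the delirium cases. All 32 proteins of Table 2 had a mean log2 difference in the direction the table gives. The absolute mean log2 difference of these 32 proteins had a median of 0.26 and ran from 0.06 to 0.65, which is between 0.42 and 0.627 of the SD of the pair differences. The largest mean log2 difference was that of decorin (DCN), at 0.65 ± 1.17 (SD, n = 24 pairs, p = 0.0127, paired t-test), with 16 of 24 pairs higher in the case. This rank depended on the mean, as the Tukey fold change was 1.09 for DCN and 1.79 for aggrecan (ACAN). CD97 antigen (CD97) had the smallest p, 0.0054, with a mean log2 difference of 0.28 ± 0.45 (SD, n = 24 pairs) and 19 of 24 pairs higher in the case. Among the proteins that were lower, granulysin (GNLY) had the largest mean log2 difference, -0.38 ± 0.88 (SD, n = 24 pairs, p = 0.0456, paired t-test). By the Tukey fold change, cathepsin V (CTSV, -1.47) was ahead of GNLY (-1.44). The p of GNLY was above 0.05 on linear RFU (0.114), in the unpaired Welch test (0.0907) and after centring (0.0611). Between 14 and 19 of the 24 pairs went in the direction of Table 2 for each protein. Leaving out each pair in turn changed no direction among the 32 proteins, and 13 of them kept p below 0.05 in all 24 fits. The split by direction depended on the scaling, since after centring each sample on its median 33 proteins were higher and 4 lower. Of the 18 proteins listed as elevated, 7 had a mean signal in the dimmest 25 percent of all proteins.

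**Figure D2:**
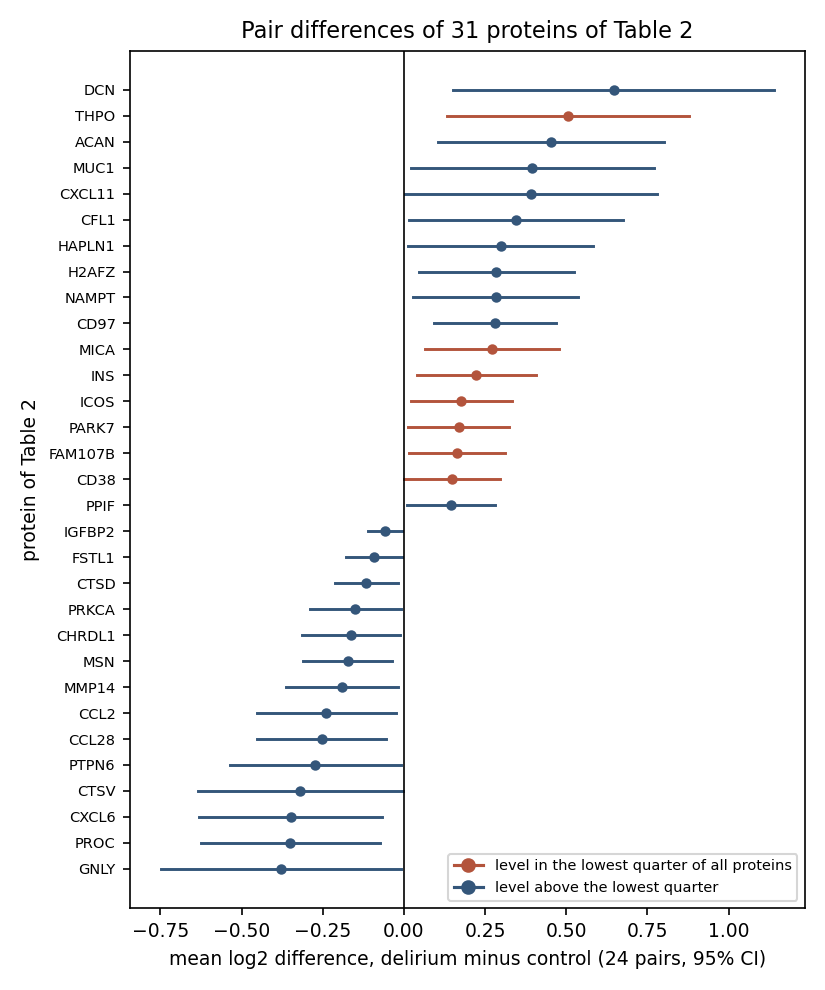
Mean log2 difference between delirium case and matched control (horizontal axis, log2 units) of 31 of the 32 proteins of Table 2 (vertical axis), with bars for the 95% confidence interval over 24 pairs. Proteins in red have a mean level in the dimmest 25 percent of all 1305 proteins, and all 7 of these lie to the right of 0.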

The ability of the 32 proteins to discriminate between delirium and non-delirium in the 48 analyzed samples was assessed by three separate analyses of the protein expression data. 

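The log2 RFU of the 32 proteins of Table 2 were standardized over the 48 samples and clustered by average linkage with the Pearson correlation as similarity, and the tree was split into 2 clusters. Of the 48 samples, 36 fell into the cluster of their own group, a success of 75.0% (95% Wilson interval 61.2 to 85.1%). The clusters were matched to the groups in the way that put more samples right, and the interval treats the samples as independent. It therefore does not test the success against random labels. With labels swapped at random within pairs and 32 proteins chosen anew each time, the median success was 70.8%, against 77.1% for the real labels. One cluster held 32 samples, among them 10 controls, and the other held 16 samples, among them 2 delirium cases. Complete linkage moved the success most, to 83.3%, with 26 samples in the delirium cluster, 5 of them controls, and 22 in the control cluster, 3 of them cases. The 32 proteins had been chosen on the same 48 samples.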

Hierarchical cluster analysis (HCA), an unsupervised learning method, demonstrated these 32 proteins were different between delirium cases and non-delirium controls with a classification success rate of 83.3% (40/48) (Figure 2A). Principal components analysis (PCA) combined with machine learning (SVM) resulted in separation of the delirium cases from the controls into two clusters with a leave-one-out cross-validation accuracy of 89.6% (Figure 2B). 

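With the same standardized values, the first 2 principal components held 17.1% and 11.1% of the variance. A linear support vector machine on these components assigned 38 of the 48 samples to their own group when each sample was left out in turn, an accuracy of 79.2% (95% Wilson interval 65.7 to 88.3%). Leaving out both members of a pair gave 77.1%. In each of these runs the proteins had been chosen with the left-out samples included. When the 32 proteins with the smallest p were chosen anew without the left-out pair, 18 of 48 samples, or 37.5%, were assigned to their own group (95% Wilson interval 25.2 to 51.6%).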

Finally, a SVM model based on all 32 proteins generated a receiver operating characteristic (ROC) curve with an area under the curve (AUC) of 0.91 [0.80–0.97] (95% confidence interval is denoted in brackets) (Figure 2C).

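A linear support vector machine on all 32 standardized proteins gave an AUC of 0.809 from the decision values of left-out samples (95% interval 0.675 to 0.915, 2000 bootstrap resamples of the 24 pairs). On the first 2 components in place of the 32 proteins, the AUC was 0.898 (95% interval 0.809 to 0.969). The decision values of the model fitted to all 48 samples separated them fully, with an AUC of 1. Leaving out both members of a pair gave an AUC of 0.837 on the 32 proteins (95% interval 0.722 to 0.929). With the 32 proteins chosen anew without the left-out pair, the AUC was 0.587, and its 95% interval of 0.444 to 0.734 included 0.5.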

### 3.3. Systems Biology Analysis of the 32 CSF Proteins Discriminating Delirium from Non-Delirium Cohorts

Several common functional groups were revealed after Gene Ontology (GO) analysis of the 32 proteins. Cytokines, chemokines, growth factors and hormones are secreted proteins that act on their local environment as well as on distant cells to regulate organismal function. We identified seven of these proteins (C-X-C motif chemokine 11 (CXCL11), C-X-C motif chemokine 6 (CXCL6), C-C motif chemokine 2 (CCL2), C-C motif chemokine 28 (CCL28), thrombopoietin (THPO), insulin (Ins) and β-nerve growth factor (NGF)) that represent the largest functional group (7/32 = 22%). 

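Of the chemokines, CXCL11 had a median of 63 RFU in delirium cases and 47.5 RFU in controls. Its mean log2 difference was 0.39 ± 0.92 (SD, n = 24 pairs, p = 0.0482, paired t-test), and p was below 0.05 in 8 of the 24 fits that each left out 1 pair. It was 0.0561 in the unpaired Welch test and 0.0636 in the Wilcoxon signed-rank test. CCL2 fell from a median of 76.5 RFU in controls to 60 RFU in cases, with a mean log2 difference of -0.24 ± 0.51 (SD, n = 24 pairs, p = 0.0304, and 0.0632 after centring each sample on its median). For CCL28 the difference was -0.25 ± 0.47 (SD, n = 24 pairs, p = 0.0146), and 17 of 24 pairs were lower in the case. Thrombopoietin (THPO) was higher in 17 of 24 pairs, by 0.50 ± 0.88 on the log2 scale (SD, n = 24 pairs, p = 0.0102). Its level, with medians of 35.5 RFU in cases and 30.5 RFU in controls, is among the dimmest 25 percent of the panel.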

Several of the altered proteins interact with the actin cytoskeleton: cofilin-1 (CFL1), moesin (MSN), matrix metalloproteinase-14 (MMP-14) and CCL2. 

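Cofilin-1 (CFL1) was higher in the case in 16 of 24 pairs. Its mean log2 difference, 0.35 ± 0.78 (SD, n = 24 pairs), had p = 0.0407 in the paired t-test and stayed below 0.05 in 11 of 24 fits with 1 pair left out. On linear RFU p was 0.0797, and in the Wilcoxon signed-rank test 0.0526. Moesin (MSN) went the other way, by -0.17 ± 0.33 (SD, n = 24 pairs, p = 0.0155), and was lower in 17 of 24 pairs.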

The nicotinamide adenine dinucleotide (NAD+) biosynthetic pathway was represented by two functional enzymes (nicotinamide phosphoribosyltransferase (NAMPT) and ADP-ribosyl cyclase/cyclic ADP-ribose hydrolase 1 (CD38)). 

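NAMPT had a median of 48 RFU in delirium cases and 38 RFU in controls, and its mean log2 difference was 0.28 ± 0.60 (SD, n = 24 pairs, p = 0.0305, paired t-test). It was higher in 14 pairs and lower in 7. CD38 had medians of 35 and 33.5 RFU, in the dimmest 25 percent of the panel. Its difference of 0.15 ± 0.35 (SD, n = 24 pairs) had p = 0.0513, on the other side of the threshold of 0.05 from the p of 0.0478 in the authors' deposited table. It was below 0.05 in the Wilcoxon signed-rank test (0.0493), the unpaired Welch test (0.0273) and after centring (0.0321), and above it on linear RFU (0.0538), in limma with the pair as block (0.0587) and in a t-test of the signed fold changes chosen after the data were seen (0.0761). It was below 0.05 in 8 of 24 fits with 1 pair left out, and p was 0.345 after subtraction of the median of the dim proteins outside Table 2.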

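The proteins that the paper groups as proteases (CTSV, CTSD and MMP14) were all lower in delirium cases. Cathepsin V (CTSV, named cathepsin L2 in the paper's table) had a mean log2 difference of -0.32 ± 0.75 (SD, n = 24 pairs, p = 0.0475, paired t-test) and was lower in 16 of 24 pairs. Cathepsin D (CTSD), a much brighter protein with medians of 166924 RFU in cases and 173678 RFU in controls, differed by -0.12 ± 0.23 (SD, n = 24 pairs, p = 0.0208). For MMP14 the difference was -0.19 ± 0.41 (SD, n = 24 pairs, p = 0.0324), with 14 pairs lower and 6 higher. CTSV kept p below 0.05 in 9 of 24 fits with 1 pair left out, and CTSD in all 24. After centring each sample on its median, none of these proteases had p below 0.05 in the paired t-test (CTSV 0.0812, CTSD 0.126, MMP14 0.0935). CTSV was also above it on linear RFU (0.114) and in the unpaired Welch test (0.0526), as was MMP14 in the latter (0.051).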

Three proteases (cathepsin L2 (CTSD), cathepsin D (CTSV) and MMP-14) were also among the 32 significant proteins.

Biological functional analyses using Ingenuity Pathway Analysis (IPA) revealed 30 pathways with significant enrichment for the 32 proteins (Figure 3). “Inflammatory response” was the most significant pathway and “inflammation of organ” was also strongly associated. The majority of identified pathways involved “immune cell movement, function and turnover” (24/30 = 80%). Fifty percent (16/32) of the CSF altered proteins demonstrated an association with the inflammatory response (Supplementary Figure S1A). The accumulated effect (activation z-score = −0.741) from the differential proteins was predicted to reduce the inflammatory response in CSF in delirium patients prior to surgery. Migration and chemotaxis of immune cells exhibited significant associations with negative z-scores ranging from −1.54 to −2.353, indicating reduced movement of myeloid cells (Supplementary Figure S1B). Sixty-nine percent (22/32) of the proteins were related to apoptosis, and were predicted to inhibit this pathway prior to onset of delirium (Supplementary Figure S1C). Two pathways with connection to central nervous system (CNS) function were predicted to be activated: long-term synaptic depression (6/32 = 19%) (z-score = 0.24) (Supplementary Figure S1D) and neuronal cell death (10/32 = 31%) (z-score = 1.693) (Supplementary Figure S1E). Finally, an inhibitory effect on angiogenesis was predicted (12/32 = 38%) (z-score = −1.981) (Supplementary Figure S1F).

Further analysis to identify shared upstream regulatory proteins for the 32 CSF proteins revealed 20 significant regulators associated with the biological functions described above, the majority encoding cytokines and chemokines (Supplementary Figure S2). Upstream regulator models predicted the cytokines tumor necrosis factor-α (ΤΝFα) (z-score = 1.493) (Supplementary Figure S3A), interferon-γ (ΙFNγ) (z-score = 0.848) (Supplementary Figure S3B), interleukin-6 (IL6) (z-score = 0.823) (Supplementary Figure S3C) and interleukin-10 (IL10) (z-score = 1.414) (Supplementary Figure S3D) to be potentially activated and transforming growth factor-β1 (TGF-β1) (z-score = −1.057) (Supplementary Figure S3E) to be inhibited. Two chemokines were identified as significant upstream regulators: CC-motif chemokine 11 (CCL11) and CC-motif chemokine 5 (CCL5). Among the pro-inflammatory cytokines, TNFα is upstream of 17 of the 32 CSF delirium-associated proteins (Supplementary Figure S3A), IFNγ has a potential connection to 15/32 CSF proteins (Supplementary Figure S3B), IL-6 is upstream of 10/32 proteins (Supplementary Figure S3C), and IL-10 (Supplementary Figure S3D) is upstream of 8/32 proteins. In contrast, TGFβ1 may negatively impact 5 of 13 predicted downstream proteins (Supplementary Figure S3E).

Next, we performed network and cluster analysis using STRING. 

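Among proteins of the extracellular matrix, aggrecan (ACAN) was higher in 17 of 24 pairs, with medians of 318 RFU in delirium cases and 212 RFU in controls and a mean log2 difference of 0.45 ± 0.82 (SD, n = 24 pairs, p = 0.0127, paired t-test). HAPLN1 was also higher, by 0.30 ± 0.67 (SD, n = 24 pairs, p = 0.0409). Chordin-like 1 (CHRDL1) and follistatin-like 1 (FSTL1), which were lower in 18 of 24 pairs each, had differences of -0.16 ± 0.36 and -0.09 ± 0.20 (SD, n = 24 pairs, p = 0.0351 and 0.0403). The calls of HAPLN1, CHRDL1 and FSTL1 did not hold in every analysis. HAPLN1 had p = 0.0641 on linear RFU, 0.0648 in the unpaired Welch test and 0.0646 in the Wilcoxon signed-rank test. CHRDL1 had 0.0602 in the Welch test and 0.088 after centring each sample on its median, and FSTL1 had 0.082 in limma with the pair as block and 0.22 after centring. Activated protein C (PROC), which the panel measures beside protein C with a separate aptamer, differed by -0.35 ± 0.65 (SD, n = 24 pairs, p = 0.0151).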

Twenty-six of the 32 proteins formed distinct interacting protein clusters enriched in pathways associated with chemokine signaling, extracellular matrix organization and degradation, oxidative stress and insulin-like growth factor (IGF) stimulated transport (Figure 4). Insulin occupies a key focus hub in this analysis, linking extracellular matrix organization and degradation, chemokine signaling and oxidative stress. 

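Insulin (INS) had a median of 33.5 RFU in delirium cases and 29.5 RFU in controls, in the dimmest 25 percent of the panel. It was higher in the case in 15 of 24 pairs and lower in 8, and its mean log2 difference was 0.22 ± 0.44 (SD, n = 24 pairs, p = 0.0194, paired t-test). With each pair left out in turn, the difference lay between 0.19 and 0.27 and p between 0.0033 and 0.0378. After subtraction of the median of 320 dim proteins outside Table 2, insulin differed by 0.15 ± 0.30 (SD, n = 24 pairs, p = 0.0212). In a t-test of the signed fold changes, chosen after the data were seen, p was 0.0511.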

Our proteomics analysis revealed that insulin may be elevated before surgery in the CSF of patients who develop delirium.

### 3.4. Analysis of Delirium Severity Correlates Significantly with Many of the Preoperative Proteins Associated with Postoperative Delirium

Spearman’s correlation analysis of the proteomics data of delirium severity identified 23 proteins with significance (*p* < 0.05) (Supplementary Table S2). A smaller number of proteins was expected, as the unmatched design reduced statistical efficiency. Ten of these 23 proteins were increased, and 13 proteins decreased. The *t*-test *p*-value based on incidence of postoperative delirium for each of these 23 proteins is presented. Overall, 14 proteins (indicated by ** in Supplementary Table S2) were in common and significant (*p* < 0.05) between the 24 matched samples analyzed for postoperative delirium incidence versus the 48 unmatched samples for delirium severity (Supplementary Figure S4A). The combined list of unique proteins significant for either incidence or severity totaled 41 proteins (Supplementary Table S3). Applying a slightly less stringent *p*-value cutoff of 0.1 to either incidence (indicated by *) or severity (indicated by #) identified an additional 17 proteins. Thus, 31 out of the combined total of 41 unique proteins (76%) were supported by significance or near significance for the analysis of the matched delirium incidence and the unmatched delirium severity (Supplementary Figure S4B).

## 4. Discussion

Employing SomaScan proteomics analysis, we investigated the proteome of preoperative CSF in 48 matched case–control samples from older patients undergoing elective joint replacement surgery to identify potential protein biomarkers associated with the risk of postoperative delirium. We identified 32 CSF proteins that differed significantly before surgery between the participants who developed versus did not develop postoperative delirium. However, these proteins did not remain significantly dysregulated by multiple hypothesis testing after BH correction or q-value calculation. Nevertheless, our successful clustering and classification results provided strong associations of these 32 proteins with delirium status, and our functional analysis at the systems level showed high clinical and biological relevance. 

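Over the 1305 proteins, the smallest Benjamini-Hochberg adjusted p was 0.997, which belonged to every protein of Table 2, and none was below 0.05, while 31 proteins had an unadjusted p below 0.05. Storey's q-value, with the share of unchanged proteins estimated at 1, gave the same smallest value. Adjusted over the list alone, 31 of the 32 proteins of Table 2 had p below 0.05, with a smallest value of 0.0485, but the list was chosen on these samples, so this count is no independent evidence.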

Three algorithms (HCA, PCA and ROC) were applied to assess the ability of the 32 proteins to discriminate delirium from non-delirium. HCA correctly clustered 40/48 (83.3%) of delirium cases versus non-delirium controls. PCA was able to separate 43/48 (89.6%) of the analyzed samples. ROC curve analysis generated an AUC of 0.91. Although expression patterns shown in HCA exhibited subtle differences between delirium and non-delirium samples for individual proteins, collectively, the 32-protein signature demonstrated a strong association with delirium based on our clustering and classification results. 

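Taken one at a time, the 32 proteins separated the 24 delirium cases from the 24 controls with an AUC between 0.623 and 0.721, with a median of 0.671. ACAN had the highest single AUC. From the clustering and classification together, the paper concludes that the 32 proteins as a group have a strong association with delirium.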

Protein functional and pathway analyses highlighted several key biological processes that may reveal delirium pathophysiology. These included inflammation, migration of immune cells, cell death, neuronal injury, and angiogenesis. Our results indicate that pre-surgical alterations may play a role in the susceptibility for the development of delirium and may represent some features of a vulnerable brain.

This is the first study using an innovative, globally targeted proteomics approach employing the aptamer-based SomaScan platform to measure preoperative protein differences in the CSF from patients that did, and did not, develop postoperative delirium. SomaScan proteomics analysis has been successfully applied in a few studies to analyze human and rodent CSF [29,30]. For delirium, the CSF proteome has been measured in published reports employing mass spectrometry (MS)-based protein identification. Common proteins among all three MS-based studies did not emerge [14,31,32]. Moreover, none of the MS-identified delirium-altered proteins overlapped with the 32 proteins identified in this study. Direct comparison of results across unique patient populations, applying different protein separation techniques and instrumentation for global protein analysis, is challenging to identify shared statistically significant protein changes [33]. However, additional cross-study confirmation can be derived from common altered biological pathways [34]. Poljak et al., 2014 [31] and Westoff et al., 2015 [32] both detected proteins altered in the acute-phase response, which is part of the inflammatory pathway, in agreement with our study’s identification of the inflammatory response. Han et al., 2020 [14] identified dysregulation of neural pathways, as well as insulin-like growth factor (IGF) and its binding proteins (IGFBPs). 

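IGFBP2 was among the brightest proteins of the panel, with medians of 149837 RFU in delirium cases and 152328 RFU in controls. Its mean log2 difference was -0.06 ± 0.12 (SD, n = 24 pairs, p = 0.0285, paired t-test), the smallest of the 32 proteins, and 17 of 24 pairs were lower in the case. The call changed in limma with the pair as block (p = 0.147), after centring each sample on its median (0.444) and in the unpaired Welch test (0.0584).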

Our study also found neural related pathways (long-term synaptic depression and neuronal cell death) and insulin and IGFBP-2 altered in CSF in support of the pathway results from Han et al., 2020 [14]. Most importantly, the lack of specific overlapping proteins across the different studies can also be explained as a consequence of striking differences between the patient cohorts and time of CSF collection. For example, Poljak et al., 2014 [31] studied a cohort of patients with delirium triggered by infections, metabolic problems and adverse drug reactions at the time of CSF collection, in contrast to our study of preoperative CSF before any onset or trigger of delirium. Han et al., 2020 [14] and Westoff et al., 2015 [32] measured proteins in preoperative CSF from patients with an acute hip fracture injury, which may already trigger inflammation and distress as compared to our elective orthopedic surgery.

We observed the inflammatory pathway as the most highly enriched pathway in CSF for our 32 proteins associated with delirium risk. This enrichment was primarily driven by proteins associated with migration and chemotaxis of the myeloid lineage. Reduced expression of several chemokines predict a decrease in movement of myeloid cells. In contrast, upstream regulator analysis suggests increased activity of pro-inflammatory cytokines such as TNF, IFNγ, and IL6, which would be expected to increase inflammatory processes. While these results appear counterintuitive, the inflammatory response is complex, and different branches of this response may act independently and with unique directionality. Impaired regulation of the inflammatory response due to advancing age and a low-level rise in baseline inflammation (so-called inflammatory priming) are proposed as leading to an inappropriately regulated overstimulation due to surgery [9]. The predicted enhanced activity of proinflammatory cytokines on proteins in the CSF may support this notion. Our results demonstrated several inflammatory mediators specifically altered in the preoperative CSF of delirium patients. CXCL1, increased in the CSF of delirium cases, has been previously shown to be elevated in the CSF of people with neuroinflammation [35]. 

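In the deposited values, CXCL1 had medians of 189 RFU in delirium cases and 201 RFU in controls. It was lower in the case in 16 of 24 pairs. Its mean log2 difference of -0.15 ± 0.70 (SD, n = 24 pairs) was not told apart from 0 (p = 0.313, paired t-test).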

In agreement with the decreased expression in our results, CXCL6 is decreased in the CSF of patients experiencing primary progressive aphasia, a sporadic neurodegenerative disease in the frontotemporal dementia spectrum associated with neuroinflammation [36]. 

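CXCL6 had medians of 56.5 RFU in delirium cases and 73 RFU in controls. Its mean log2 difference was -0.35 ± 0.67 (SD, n = 24 pairs, p = 0.0172, paired t-test), with 16 pairs lower and 7 higher, and p stayed below 0.05 in all 24 fits with 1 pair left out.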

CCL2 (also known as MCP-1) is elevated immediately after surgery in patients with delirium [37]. CCL28 has been measured to be decreased in tissue sections from Parkinson’s disease (PD) patients [38]. THPO, an activating cytokine, has been proposed to act early in dementia, and insulin-like growth factor binding protein-2 (IGFBP2) plays a modifying role [39].

Since delirium affects brain function, we predict that some proteins in our CSF discriminatory panel should demonstrate a direct link to neural function. Two proteins in our panel, NGF and Parkinson disease protein 7 (PARK7), have well-established connections to brain function and dementia. Our proteomics analysis measures NGF as increased in patients that will develop delirium, and it has been shown that NGF is increased in the CSF of patients with AD [40]. 

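PARK7 had medians of 37 RFU in delirium cases and 34.5 RFU in controls, in the dimmest 25 percent of the panel. Its mean log2 difference was 0.17 ± 0.37 (SD, n = 24 pairs, p = 0.0344, paired t-test), and p was below 0.05 in 17 of 24 fits with 1 pair left out. On linear RFU it was 0.057. After subtraction of the median of the dim proteins outside Table 2, the difference was 0.10 ± 0.35 (SD, n = 24 pairs, p = 0.186).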

We found that PARK7 is increased in patients that will develop delirium, and mutations in the PARK7 gene are directly involved in early-onset PD [41]. An increase in PARK7 in the CSF of patients that will develop delirium suggests inappropriate levels of oxidation may be present. The proper turnover and removal of proteins by controlled homeostatic proteolysis demonstrates a key role in developing and maintaining a healthy brain [42]. We observe decreased levels in three proteases (CTSV, CTSD and MMP14) in the CSF of patients that will develop delirium.

Disruptions in brain energy metabolism have been connected to delirium [43]. We detect elevated insulin in CSF prior to surgery-induced delirium, and an altered carbohydrate metabolism is involved in a brain vulnerable to cognitive disorders [44]. An established connection exists between glucose metabolism, cognition and neurodegenerative diseases such as AD [45]. An association with delirium is beginning to emerge as well and may indicate a contributory effect of energy metabolism disruption [46]. Insulin receptors are widely distributed in the brain with concentration in areas involved in cognition and regulation of food intake [45]. The NAD+ pathway is critical to maintaining healthy brain homeostasis [47]. NAMPT and CD38, two enzymes catalyzing direct steps in the production and consumption of NAD+, are both elevated in CSF prior to surgery in delirium patients. Disturbances in the levels of enzymes that control NAD+ levels in the brain result in aberrant neurological function and are found in several neurological diseases (AD, PD, amyotrophic lateral sclerosis and Lewy body dementia).

## 5. Strengths and Limitations

The major strengths of this study are the use of prospectively collected and well-characterized preoperative CSF samples from a cohort of older adults undergoing major orthopedic surgery. Proteomics analysis enabled us to query 1305 proteins using a sensitive and global proteomics technique. Many of the proteins among our 32-protein discriminatory CSF panel demonstrate direct or plausible associations with cognitive and neural disorders and may reveal underlying pathophysiology. Biological pathway analysis demonstrated that many of the 32 proteins are biologically connected in specific pathways, indicating that the set of proteins exhibits plausible biology and is unlikely to be random. This analysis illustrates a key role for inflammation and neural-related pathways. Delirium severity analysis found 14 significant proteins that are shared with the 32 proteins identified for postoperative delirium.

Our study had important limitations. It was limited by the small sample size not providing enough power to identify proteins that remain significant after multiple hypothesis testing correction. However, our clustering and classification results showed successful discriminatory power of our 32 proteins for delirium, and our systems biology analysis demonstrated strong biological and clinical relevance. Sample size was limited by the matched-pairs selection criteria and the volume limitations of the HiPOR samples (many of which were used for previous studies and not available) and thus precluded examination of delirium subtypes other than severity. The small sample size did not allow us to split our protein data into a training and validation set. Thus, the validity of our model remains to be further tested using additional CSF samples. Finally, blood and postoperative CSF were not collected, meaning that correlative and subsequent changes could not be examined. These are important areas for future work. As our study is exploratory, our analysis should be regarded as hypothesis-generating. Future work will be required to confirm and validate the present findings in independent samples.

## 6. Conclusions

In this first study analyzing the CSF proteome of delirium using SomaScan analysis, we report a preoperative protein signature in the CSF of surgical patients with postoperative delirium that includes 32 proteins. Eighteen proteins show an increase in CSF, while fourteen proteins are decreased. The identified proteins participate in key physiological functions: inflammation, immune cell migration, apoptosis, angiogenesis, synaptic depression and neuronal cell death, providing new insights into the pathophysiology of delirium.

## Figures and Tables

**Figure 1:**
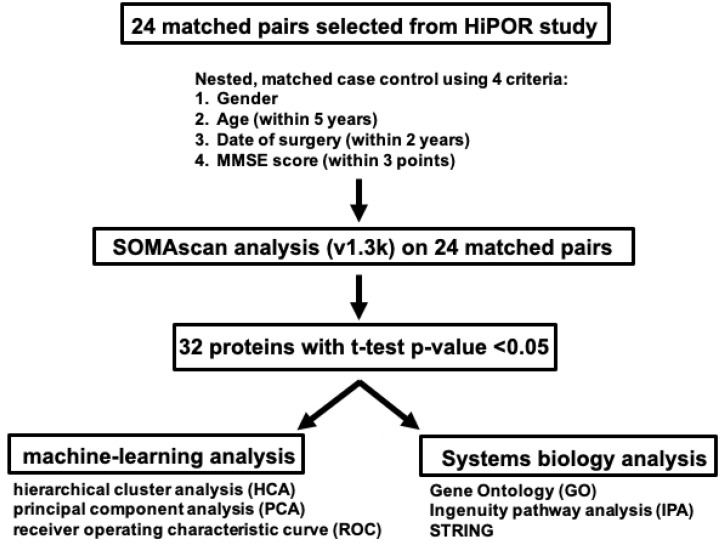
CSF Proteomics Analysis Study Design on HiPOR Samples. Diagram depicting the workflow in the proteomics analysis of HiPOR CSF samples. Twenty-four matched pairs (48 samples) were analyzed by SomaScan v1.3k. Thirty-two proteins were identified with a *t*-test *p*-value < 0.05. Unsupervised machine learning techniques and systems biology analyses were applied to the 32 significant proteins.

**Figure 2:**
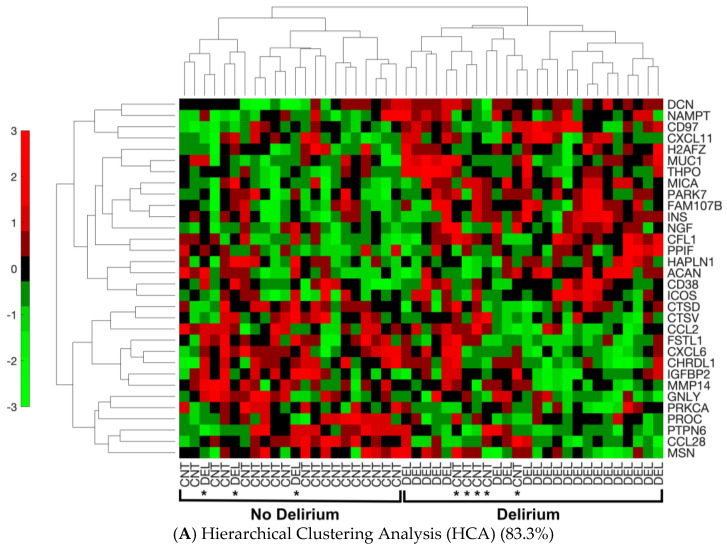

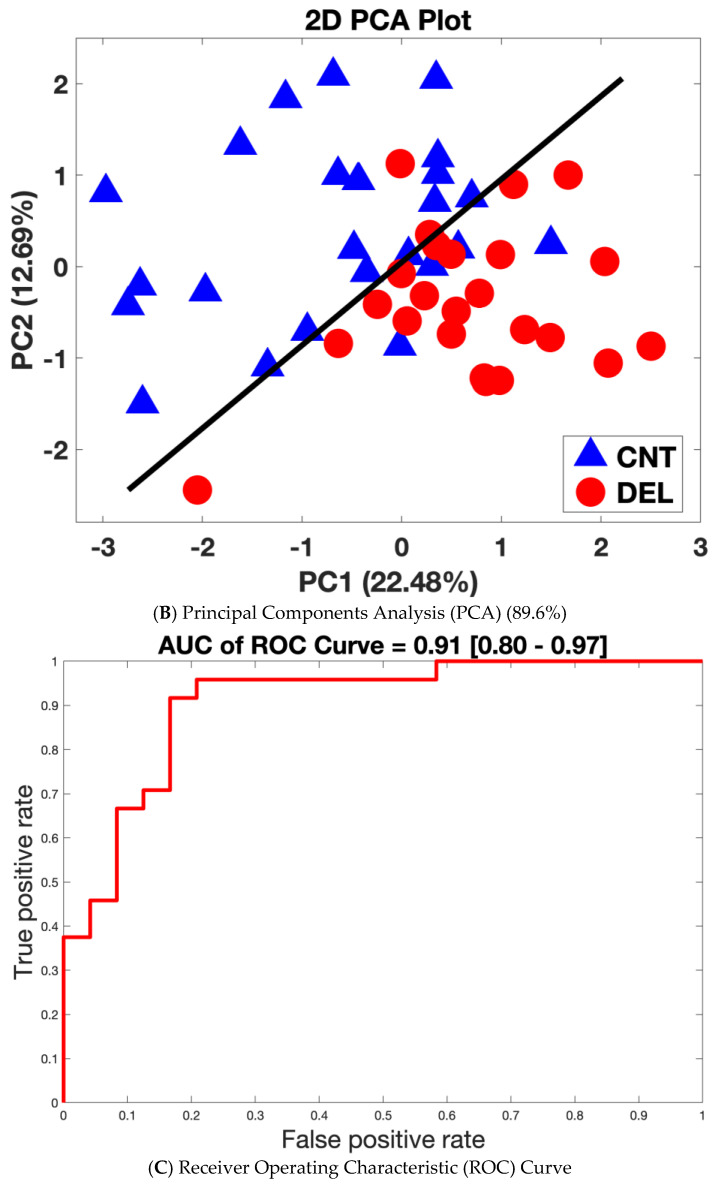
Separation of Delirium Versus Non-Delirium Using the 32 Significant Differential Proteins by Three Unique Linear Analysis Methods. (**A**). Heat map derived from the machine-learning Hierarchical Cluster Analysis (HCA) algorithm reflecting relative minimum and maximum expression levels for each given protein among patients as determined by proteomics analysis results. Comparisons were made between all patients with delirium and non-delirium control subjects. *p* < 0.05 comparing delirium to matched non-delirium controls for the 32 differential proteins is shown. In the HCA heat map, the color bar represents the display range, [−3, 3]; for the standardized signal values mapped to the red–green continuum, red denotes upregulation and green denotes downregulation. Protein names are represented by the gene symbol, and full names are presented in Table 2. CNT = control non-delirium samples; DEL = delirium samples. * indicates an incorrect classification: this means a CNT sample clusters with the DEL samples or vice versa. (**B**). Principal components analysis (PCA) separation of patients with delirium versus non-delirium control subjects into two dimensions with support vector machines (SVMs). The separating line is based on a linear kernel using the 32 protein CSF panel derived from proteomics analysis. The first principal component accounts for 22.48% of the variance, and the second principal component for 12.69% of the variance. PCA demonstrates that the derived proteomics data contain a significant component separating delirium cases from matched control samples (43/48 = 89.6%). Red circles denote delirium samples. Blue triangles represent non-delirium controls. (**C**). Receiver operating characteristic (ROC) curve analysis based on the 32 protein delirium signature. Our CSF delirium signature discriminates delirium subjects from non-delirium control subjects with an area under the curve (AUC) = 0.91 [0.80–0.97]. The 95% confidence interval for the AUC is shown in brackets.

**Figure 3:**
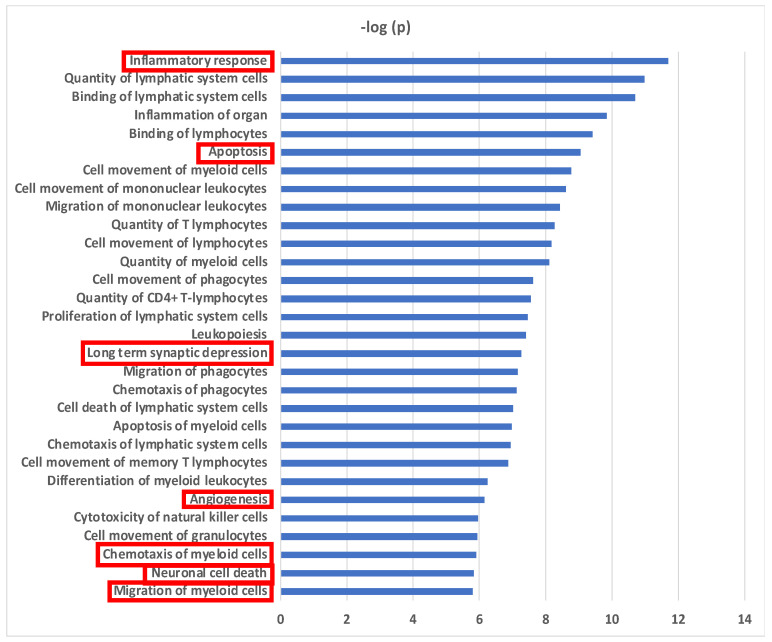
Biological Pathways for Preoperative CSF Proteins in Delirium. Biological functional pathways determined using Ingenuity Pathway Analysis (IPA) that are significantly enriched in the 32 CSF delirium-associated proteins. Level of significance: *p* < 10^−5^. Migration and chemotaxis of immune cells includes these pathways: “Cell movement of monocytes”, “Cell movement of granulocytes”, “Cell movement of myeloid cells”, “Cell movement of phagocytes”, “Quantity of granulocytes”, “Migration of phagocytes”, “Chemotaxis of granulocytes”, “Chemotaxis of myeloid cells”, “Migration of myeloid cells”, and “Migration of monocytes”. Pathways enclosed by a red rectangle are presented in Supplementary Figure S1.

**Figure 4:**
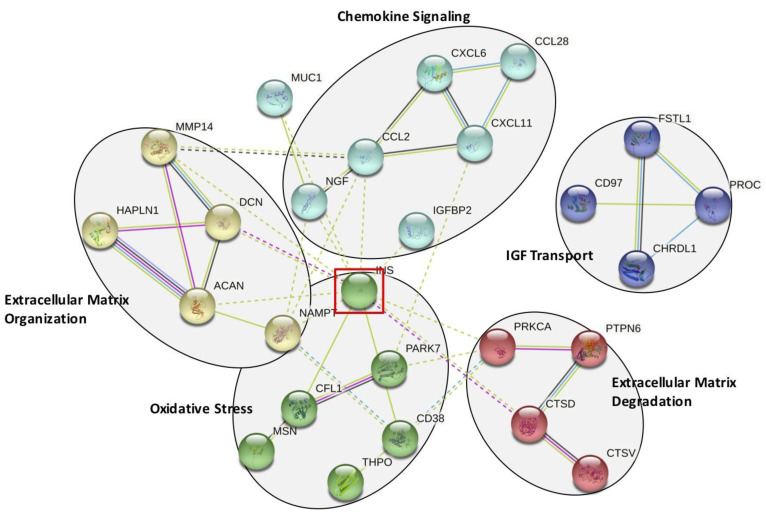
STRING Analysis of the 32 Significantly Altered CSF Proteins. Functional pathways identified using the STRING analysis program. Five functional groups are identified: chemokine signaling, extracellular matrix organization and degradation, oxidative stress, and insulin-like growth factor (IGF) mediated transport. This analysis identifies insulin (INS) as a key interacting protein, highlighted by the red-lined box.

**Table 1:** Baseline Characteristics of HiPOR Delirium Cases and Non-Delirium Controls.

	HiPOR 24 Matched Pairs (n = 48)	
Characteristic	Delirium Cases (n = 24)	Non-Delirium Controls (n = 24)
Age (M, SD)	73.0 (4.9)	72.6 (5.5)
Female, n (%)	11 (46)	11 (46)
MMSE (M, SD)	27.2 (2.0)	27.5 (1.7)
Year of surgery, n (%)		
2009–2010	5 (21)	2 (8)
2011–2012	8 (33)	13 (54)
2013–2014	6 (25)	6 (25)
2015–2016	5 (21)	3 (13)
Highest level of education, n (%) *		
<12 years	0 (0)	1 (7)
12 years or GED	1 (8)	1 (7)
Some college **	1 (8)	5 (33)
College graduate or postgraduate school	11 (84)	8 (53)
Days of delirium, n (%)		
no delirium	0 (0)	24 (100)
1 day (mild)	20 (83)	0 (0)
2 days (severe)	4 (17)	0 (0)

M = mean, SD = standard deviation, MMSE = Mini-Mental State Examination. * Data available for n = 28 (Delirium cases n = 13, Non-delirium controls n = 15). ** Includes vocational/technical program.

**Table 2:** Upregulated and Downregulated Proteins Between Matched Delirium and Non-Delirium Samples.

Increased in Delirium				
Full Name of Protein	UniProt	Gene Symbol	tFC	*p*-Value
Aggrecan core protein	P16112	ACAN	1.79	0.013
Cofilin-1	P23528	CFL1	1.62	0.041
C-X-C motif chemokine 11	O14625	CXCL11	1.46	0.047
Histone H2A.z	P0C0S5	H2AFZ	1.44	0.020
Mucin-1	P15941	MUC1	1.39	0.039
Nicotinamide phosphoribosyltransferase	P43490	NAMPT	1.36	0.029
Insulin	P01308	INS	1.35	0.019
CD97 antigen	P48960	CD97	1.32	0.006
Inducible T-cell costimulator	Q9Y6W8	ICOS	1.31	0.028
Protein deglycase DJ-1	Q99497	PARK7	1.31	0.030
Protein FAM107B	Q9H098	FAM107B	1.29	0.028
ADP-ribosyl cyclase/cyclic ADP-ribose hydrolase 1	P28907	CD38	1.29	0.048
Beta-nerve growth factor	P01138	NGF	1.2	0.020
Peptidyl-prolyl cis-trans isomerase F, mitochondrial	P30405	PPIF	1.17	0.035
Thrombopoietin	P40225	THPO	1.12	0.010
Decorin	P07585	DCN	1.09	0.013
MHC class I polypeptide-related sequence A	Q29983	MICA	0.9	0.011
Hyaluronan and proteoglycan link protein 1	P10915	HAPLN1	0.86	0.042
**Decreased in Delirium**				
Cathepsin L2	O60911	CTSV	−1.47	0.048
Granulysin	P22749	GNLY	−1.43	0.045
C-X-C motif chemokine 6	P80162	CXCL6	−1.36	0.017
C-C motif chemokine 2	P13500	CCL2	−1.34	0.030
Matrix metalloproteinase-14	P50281	MMP14	−1.29	0.030
Moesin	P26038	MSN	−1.24	0.014
Chordin-like protein 1	Q9BU40	CHRDL1	−1.22	0.035
Activated Protein C	P04070	PROC	−1.21	0.015
C-C motif chemokine 28	Q9NRJ3	CCL28	−1.21	0.015
Cathepsin D	P07339	CTSD	−1.15	0.021
Follistatin-related protein 1	Q12841	FSTL1	−1.12	0.040
Insulin-like growth factor-binding protein 2	P18065	IGFBP2	−1.07	0.028
Tyrosine-protein phosphatase non-receptor type 6	P29350	PTPN6	−1.04	0.044
Protein kinase C alpha type	P17252	PRKCA	−1.02	0.035

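The Tukey fold change was recomputed as the one-step biweight (c = 5, epsilon = 0.0001) of the 24 signed fold changes per pair. It had the sign that Table 2 gives for all 32 proteins. Over all proteins, the median absolute difference from the Tukey fold change in the authors' deposited table was 0.0014. Among the proteins of Table 2 the gaps were larger for MMP14 (-1.05 here, -1.29 in the authors' deposited table), THPO (1.25 here, 1.12 in the authors' deposited table) and PTPN6 (-0.955 here, -1.04 in the authors' deposited table). Signed fold changes have no values between -1 and 1, so the biweight of a protein whose pairs go both ways can fall into that gap, as for MICA (0.882) and HAPLN1 (0.865).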

tFC = Tukey Fold Change, *t*-test *p*-value < 0.05 is considered significant.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request and are available in the supplement and under GEO accession number GSE242736.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom13091395/s1, Table S1: Catalog and Distribution of Co-morbidities Present in the 48 HiPOR Patients Selected for Proteomics Analysis. Table S2: Significant Upregulated and Downregulated Delirium Incidence Proteins Associated with Delirium Severity. Table S3: Combined List of Unique Upregulated and Downregulated Proteins Analyzed for Delirium Incidence and Delirium Severity. Figure S1: Biological Pathway Analysis of 32 CSF Proteins Associated with Delirium. Figure S2: Upstream Regulator Analysis of the 32 Significant CSF Proteins. Figure S3: Proteins Differentially Expressed in Delirium for Cytokine and Chemokine Signaling Pathways. Figure S4: Shared Overlap of Proteins for Delirium Incidence and Delirium Severity. References [48,49,50,51,52,53] are cited in Supplementary Materials.

## Abbreviations

ADRD	Alzheimer’s disease and related dementias
AUC	area under the curve
BBB	blood–brain barrier
BH	Benjamini–Hochberg
CAM	Confusion Assessment Method
CCL2	C-C motif chemokine 2
CCL28	C-C motif chemokine 28
CD38	ADP-ribosyl cyclase/cyclic ADP-ribose hydrolase 1
CFL1	cofilin-1
CHI3L1/YKL-40	chitinase 3-like protein-1
CRP	C-reactive protein
CSF	cerebrospinal fluid
CTSD	cathepsin L2
CTSV	cathepsin D
CXCL6	C-X-C motif chemokine 6
CXCL11	C-X-C motif chemokine 11
DSI	Delirium Symptom Interview
FC	Fold-change
GO	Gene Ontology
HiPOR	Healthier Postoperative Recovery study
HCA	hierarchical cluster analysis
IGF	insulin-like growth factor
IGFBP2	insulin-like growth factor binding protein-2
Ins	insulin
IPA	Ingenuity Pathway Analysis
MMP-14	matrix metalloproteinase-14
MMSE	Mini-Mental State Examination
MSN	moesin
NAD	nicotinamide adenine dinucleotide
NAMPT	nicotinamide phosphoribosyltransferase
NGF	β-nerve growth factor
PARK7	Parkinson disease protein 7
PCA	principal components analysis
PD	Parkinson’s disease
POD	postoperative day
QC	quality control
ROC	receiver operating characteristic curve
STRING	Search Tool for the Retrieval of Interacting Genes/Proteins
SSD	Subsyndromal delirium
SVM	support vector machines
THPO	thrombopoietin
UPGMA	Unweighted Pair Group Method with Arithmetic-mean

How the deposited data were processed for this re-analysis (not part of the article)

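Preoperative CSF of 24 delirium cases and 24 matched non-delirium controls was measured with the SomaScan assay for 1305 proteins. Samples were assigned to group and pair from the sample titles, which give both, and the table's columns carry the same group and pair. The labels conflict in one place, as their sample-type field describes all 48 samples as free of delirium, while the titles, the source names and the paper divide them into 24 cases and 24 controls, which was followed here. Every comparison rests on that division. The authors deposited intensity values in RFU, which they had median-normalized and calibrated by the manufacturer's procedure and rounded to whole numbers. They also deposited, per protein, an average and a Tukey fold change, which are signed scores on the fold scale, and a t-test p-value, which were used here only for comparison and are named as the authors' deposited table. Assay steps before normalization and days of delirium were not analysed here, and neither were the pathway and network scores.

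From the intensities, log2 values were computed without a pseudocount, and the difference between delirium case and control of each pair was tested with a two-sided paired t-test in scipy 1.17.1 under Python 3.11.15 (numpy 2.4.6, pandas 2.3.3). Benjamini-Hochberg adjustment and Storey's q-value (lambda 0.5) covered all 1305 proteins. The pairs are matched people and the study's methods use paired tests, so the pair was kept in the main test. As a check of the pairing, the deviations of 2 matched samples from their group means correlated by 0.02 on average over proteins, and the correlation was above 0.1 in 10 of 24 pairs. Clustering, principal components and linear support vector machines (C = 1, scikit-learn 1.9.0) used the 32 proteins of Table 2, standardized over the 48 samples. Figures were drawn with matplotlib 3.10.9.

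The counts of proteins, the p of each named protein, the Tukey fold changes and the classification measures were recomputed under alternatives fixed before the data were examined. Single-protein AUCs and sample medians were not. For the counts and p-values the alternatives were linear RFU, an unpaired Welch test, limma 3.58.1 (R 4.3.3) with the pair as block, the Wilcoxon signed-rank test, centring each sample on its median, leaving out proteins in the dimmest 25 percent (for the counts only, as it changes no single protein's p), and leaving out each pair in turn. For the Tukey fold changes they were other summaries of the pairs, and for the classifiers other linkages, scalings, ways of leaving samples out and choices of the proteins. Labels were swapped within pairs in 99 random draws, with the real labels as the 100th arrangement. The proteins named in the text are the 32 of Table 2, 10 others the paper names, and, outside Table 2, the 3 with the smallest p in each direction. Individual samples and pairs are not named, and 1 protein of Table 2 is not reported here by itself.

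The tests were checked on simulated data made from the means and spreads of the 1305 proteins, with 200 proteins changed. The values were drawn from normal distributions, independently for each protein. The simulation therefore does not show how the number of calls varies, or how the adjustment performs, when proteins are correlated. With a shift of 1 SD of the pair differences, the paired t-test recovered 99% of the changed proteins at p below 0.05 and 96% after adjustment, limma 99% and 94.5%, and the Wilcoxon test 98% and 95.5%. With a shift of 0.5 SD, the paired t-test recovered 62% before and 13.5% after adjustment. It called 5.43% of the unchanged proteins at p below 0.05.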

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

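The count of 31 proteins with paired p below 0.05 stayed between 25 and 37 under the alternatives fixed in advance when all pairs were kept, and none of them gave a protein with an adjusted p below 0.05. Which proteins were called changed more than how many. Of the 31, linear RFU and the Wilcoxon test each shared 26, limma with the pair as block shared 29, the unpaired Welch test without the block shared 22, and centring each sample on its median shared 21. With the pair as block, limma called 32 proteins. Without it, the Welch test called 26, with 9 lower in delirium in place of 14.

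The directions depended on the scaling. Centring gave 33 higher and 4 lower, in place of 17 and 14. Restricting the test to proteins above the dimmest 25 percent left 11 higher, as that filter takes out dim proteins, 6 of the calls being among them. A t-test of the signed fold changes, chosen after the data were seen, called 42 proteins, 26 of them higher, and 19 of Table 2, with 12 of the 32 weaker. Across the 24 fits that each left out 1 pair, the count was 22 to 41, with 12 to 25 higher, 8 to 19 lower, 0 with an adjusted p below 0.05 in each, and 21 to 28 of Table 2. The median log2 RFU of a sample differed by -0.03 on average within pairs (p = 0.0793, paired t-test). Centring subtracts these medians, which by construction moves every mean log2 difference upward by that amount. How far this accounts for the changed calls was not tested. The causes of the other shifts, apart from the filter, were not tested either.

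Classification depended most on where the proteins were chosen. With both samples of a pair left out, the 32 proteins of Table 2 gave an accuracy of 77.1% on the first 2 components. The model on all 32 proteins gave an AUC of 0.837 and put 36 of 48 samples in their own group. With the 32 proteins chosen anew without the left-out pair, the accuracy on the first 2 components was 37.5%. The model on all 32 proteins then had an AUC of 0.587, with 28 of 48 samples in their own group. On all 32 proteins, the AUC was 1 for a model scored on the samples it was fitted to. The other alternatives stayed within the 95% intervals of the main values.

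Of the 48 named proteins, centring made 10 weaker, 4 stronger and 3 reversed. The Welch test made 9 weaker and 3 stronger, linear RFU 5 weaker, 2 stronger and 2 reversed, the Wilcoxon test 5 weaker and 2 stronger, and limma 2 weaker and 2 stronger. The reversed ones are all near 0. They are CCL11 (p = 0.953 on linear RFU, 0.847 centred), CCL5 (p = 0.853 on linear RFU, 0.966 centred, 0.575 to 0.981 with 1 pair left out), IL10 (p = 0.563 to 0.997 with 1 pair left out) and TGFB1 (p = 0.751 centred). The mean log2 differences of CCL11 (-0.05 to 0.02) and TGFB1 (-0.04 to 0.03) also changed sign when 1 pair was left out. No Tukey fold change of the 32 proteins changed sign under the other summaries of the pairs.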

Differences from the paper's values

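No value differed from the paper's by more than 1.5 times together with more than the spread between pairs, so the following lists where values fell on another side of a threshold or which settings came closest. The paper reports 32 proteins, 18 elevated and 14 decreased, against 31, 17 and 14 here. With limma and the pair as block, the counts were 32, 18 and 14, of which 29 were proteins of Table 2. CD38, which the paper calls, had p = 0.0513 here against the paper's 0.048. It was below 0.05 in the Wilcoxon test (0.0493), the unpaired Welch test (0.0273) and after centring (0.0321), and not on linear RFU (0.0538) or in limma (0.0587).

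The paper's clustering success is 83.3% against 75.0% here. Complete linkage gave 83.3%. The paper's methods name average linkage. The paper's leave-one-out accuracy is 89.6% against 79.2% here, and no alternative reached it. The paper's AUC is 0.91 against 0.809 here. The AUC was 0.899 on linear RFU and 0.898 on the first 2 components, and 0.913 on the first 2 components with the model fitted to all 48 samples (0.906 without scaling), both of the last chosen after the values were seen. The paper's variances of the first 2 components are 22.48% and 12.69%, against 17.1% and 11.1% here. Without scaling the log2 values to unit variance, they were 22.5% and 12.7%, but the leave-one-out accuracy with that setting was 75.0%.

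The paper states that CXCL1 was increased in delirium cases. Here its mean log2 difference was -0.15 (p = 0.313). Table 2 lists CXCL11, not CXCL1. In the paper's text the symbols of cathepsin L2 and cathepsin D are exchanged relative to Table 2.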

Other observations

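The label swaps, the dim-protein tests, the blood lists, the pair-number count and the component tests were chosen after results they bear on had been seen. The rounding test of CD38 and the comparison of the pair-number trends between cases and controls were set down before theirs.

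When the labels of case and control were swapped within random pairs, 79 of 100 arrangements, the real one included, gave at least 31 proteins with p below 0.05. The median of the random draws was 53. For 17 or more proteins higher in delirium the number was 78 of 100, and for 14 or more lower 72 of 100. The 32 proteins with the smallest p were then chosen anew for each arrangement. For the real labels these are 31 of Table 2 and CXCL10 in place of CD38. They gave a clustering success of 77.1%, an accuracy of 79.2% on the first 2 components and an AUC of 0.865 on all 32 proteins. As high a clustering success came from 28 of 100 arrangements, as high an accuracy from 34 and as high an AUC from 25. These counts and separations are therefore within what choosing 32 proteins on random labels gives, which does not show that no protein differs.

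All 7 proteins of Table 2 in the dimmest 25 percent of the panel were higher in delirium cases. A shift of the whole sample's dim signals is a possible explanation. The median of 320 dim proteins outside Table 2 was higher in cases by 0.07 ± 0.34 on the log2 scale (SD, n = 24 pairs, p = 0.321). After this median was subtracted, insulin, thrombopoietin and MICA kept p below 0.05, with a largest p of 0.0449, which argues against the shift as the whole cause for these. PARK7, CD38, ICOS and FAM107B did not, with a smallest p of 0.0822. For these 4 a difference of their own and the shared shift cannot be told apart, since the paired t-test did not separate the remaining differences from 0.

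The rounding of RFU to whole numbers is a candidate explanation for CD38 lying above 0.05 here and below it in the paper. With random values within 0.5 RFU of the deposited ones, 39.0% of 1000 draws gave p below 0.05, and p ran from 0.0367 to 0.0693, a range that includes 0.0478 from the authors' deposited table.

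Blood in the CSF could raise proteins in a sample. Lists of red blood cell (6 of 7 proteins on the panel), platelet (5 of 5) and plasma (8 of 8) proteins, which share no protein with Table 2, did not differ between cases and controls (p = 0.761, 0.941 and 0.482, paired t-test of list scores, n = 24 pairs). The members of the lists were written down before any value was seen, and the tests on them were chosen later. With the red blood cell list as covariate, 18 of the 18 proteins elevated in Table 2 had p below 0.05, with the platelet list 17 and with the plasma list 13, against 17 without a covariate. Blood, as far as these lists measure it, was thus not the whole cause of most of these calls. Since the list scores differed little between the groups, the covariates could shift the mean differences only slightly. The 18 proteins were chosen on these samples, and the lower proteins of Table 2 were not tested in this way.

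The first 3 principal components of the whole panel were set against the blood lists and the median of the 320 dim proteins, with the proteins of each list, or all 320 dim proteins, left out of the components. Of 12 relations tested over 48 samples, 5 had an adjusted p below 0.05. The first component correlated with the red blood cell list (absolute Pearson r = 0.762, Spearman rho = 0.71, permutation p = 1e-05 for each, the smallest the permutations can give, adjusted p = 6e-05) and with the platelet list (absolute r = 0.576, rho = 0.625, p = 3e-05 and 2e-05, adjusted p = 0.00012). The third correlated with the plasma list (absolute r = 0.781, rho = 0.806, p = 1e-05 for each, adjusted p = 6e-05), with the red blood cell list (absolute r = 0.447, rho = 0.428, p = 0.00152 and 0.00274, adjusted p = 0.00456) and with the dim median (absolute r = 0.347, rho = 0.355, p = 0.0156 and 0.0137, adjusted p = 0.0373). In this order, r without the 2 samples farthest from the median of the list score or dim median was 0.725, 0.498, 0.755, 0.354 and 0.375. Within the delirium cases r was 0.77, 0.562, 0.73, 0.696 and 0.22, and within the controls 0.772, 0.593, 0.823, 0.24 and 0.471, so the last pair of relations was weak in one of the groups. None of these components differed between cases and controls (p between 0.326 and 0.582, paired t-test). Blood cells and plasma are candidate sources of variation between samples, and as both cell lists go with the first component, red cells and platelets are not separated there. For the second component, a shift of the dim proteins stays open. Without the dim proteins the second component did not correlate with their median (absolute r = 0.0238), but leaving them out also changes what that component is.

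In the delirium cases, 309 proteins had a Spearman correlation with the number of the matched pair beyond 0.404 in size, which 1 of 100 orders, the real one, reached; random orders had a median of 52. In the controls it was 148, reached by 9 of 100 orders, and for the pair differences 214, reached by 2 of 100. A trend shared by both members of a pair would cancel in the differences, and the trends of cases and controls over proteins had a correlation of 0.141, which 23 of 100 random orders reached. These values argue against a wholly shared trend. What the pair number stands for is not stated in the paper's text, so no batch or biological explanation was tested.

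The predicted upstream regulators and blood markers the paper names were also on the panel. TNF, IL6 and IL10 were in the dimmest 25 percent, with mean log2 differences of 0.09, 0.06 and 0.03 (p = 0.357, 0.568 and 0.821, paired t-test, n = 24 pairs). IFNG differed by 0.15 (p = 0.142), TGFB1 by -0.0030 (p = 0.973), CCL11 by -0.01 (p = 0.89) and CCL5 by -0.02 (p = 0.964). CRP was lower in cases by -0.57 ± 2.01 (SD, p = 0.176), and CHI3L1 differed by 0.07 (p = 0.716). Outside Table 2, the smallest paired p among higher proteins were those of CXCL10 (0.0511), BGN (0.0513) and GZMA (0.0598). Among lower ones they were those of IGFBP6 (0.0553), HAMP (0.0554) and DDX19B (0.0571). Each of these proteins had an adjusted p of 0.997. CXCL10 was below 0.05 on linear RFU (0.0137), in the Welch test (0.0391), in limma (0.0425) and after centring (0.0345). HAMP was below it on linear RFU (0.0466), in limma (0.0456) and in the Wilcoxon test (0.0491). BGN was below it in the Welch test (0.0382) and after centring (0.022), and GZMA after centring (0.0433). IGFBP6 and DDX19B were above it in all of these settings.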
